# Deaf-1 regulates epithelial cell proliferation and side-branching in the mammary gland

**DOI:** 10.1186/1471-213X-8-94

**Published:** 2008-10-01

**Authors:** Holly E Barker, Gordon K Smyth, James Wettenhall, Teresa A Ward, Mary L Bath, Geoffrey J Lindeman, Jane E Visvader

## Abstract

**Background:**

The transcription factor DEAF-1 has been identified as a high affinity binding partner of the LIM-only protein LMO4 that plays important roles in mammary gland development and breast cancer. Here we investigated the influence of DEAF-1 on human and mouse mammary epithelial cells both *in vitro *and *in vivo *and identified a potential target gene.

**Results:**

Overexpression of DEAF-1 in human breast epithelial MCF10A cells enhanced cell proliferation in the mammary acini that develop in 3D cultures. To investigate the effects of Deaf-1 on mammary gland development and oncogenesis, we generated *MMTV-Deaf-1 *transgenic mice. Increased ductal side-branching was observed in young virgin mammary glands, accompanied by augmented cell proliferation. In addition, the ratio of the progesterone receptor isoforms PRA and PRB, previously implicated in regulating ductal side-branching, was altered. Affymetrix gene profiling studies revealed *Rac3 *as a potential target gene and quantitative RT-PCR analysis confirmed that *Rac3 *was upregulated by Deaf-1 in immortalized mouse mammary epithelial cells. Furthermore, *MMTV-Deaf-1 *transgenic mammary glands were found to have elevated levels of *Rac3 *mRNA, suggesting that it is a *bona fide *target.

**Conclusion:**

We have demonstrated that overexpression of *Deaf-1 *enhances the proliferation of human breast epithelial cells *in vitro *and mouse epithelial cells *in vivo*. Transgenic mammary glands overexpressing Deaf-1 exhibited a modest side-branching phenotype, accompanied by an increase in the number of BrdU-positive cells and a decrease in the proportion of PRA-expressing cells. Although proliferation was enhanced in Deaf-1 transgenic mice, overexpression of this gene was not sufficient to induce the formation of mammary tumors. In addition, our studies identified *Rac3*, encoding a small Rho-like GTPase, as a potential target of Deaf-1 in mouse mammary epithelial cells.

## Background

Mammary gland development requires the coordinated action of hormones and growth factors [1]. Embryonic development involves the formation of mammary placodes and rudimentary sprouts, while the majority of mammopoiesis occurs post-natally. Functional development of the mammary gland is initiated at puberty upon secretion of the ovarian hormones estrogen and progesterone which instigate reciprocal signaling between the epithelium and stroma (reviewed in [2]). By 8 – 10 weeks of age in the mouse, complex branching and elongation through the stroma results in an extensive network of ducts filling the entire mammary fat pad. During pregnancy, the secretory alveolar structures develop and functionally differentiate to enable milk production in late pregnancy and milk secretion during lactation. At weaning, the process of involution commences and involves extensive remodeling of the mammary gland to a virgin-like state.

Several signaling pathways and transcription factors have been shown to have essential roles in regulating mammary gland development in the mouse (reviewed in [1,3]). Deformed epidermal autoregulatory factor-1 (DEAF-1) was first isolated in *Drosophila melanogaster *as a novel DNA-binding protein that binds an upstream response element of the homeotic gene *Deformed *[4]. Since its discovery, orthologues in human, rat and monkey have been identified and all exhibit a relatively low degree (46%) of similarity to the *Drosophila *protein [5]. The centrally located SAND domain (Sp100, AIRE-1, NucP41/75 and DEAF-1) along with the MYND domain (myeloid translocation protein 8, Nervy and DEAF-1) in the carboxy-terminus comprise the evolutionarily conserved structural regions of DEAF-1 that have been extensively characterized in other transcription factors. The SAND domain contains a nuclear localization signal (NLS) and appears to confer DNA-binding activity [5]. The MYND domain is a cysteine-rich structure that likely mediates protein-protein interactions [4,5]. DEAF-1 is the only known mammalian protein that contains both a SAND and MYND domain. In *Drosophila*, DEAF-1 plays an important role in embryonic development, particularly in the segmentation stage following cuticle secretion [6].

The mammalian DEAF-1 protein was first identified in an affinity-binding screen using a synthetic retinoic acid response element (RARE). *Deaf-1 *transcripts appear to be widely distributed in rat and mouse tissues [5], with highest levels present in the central nervous system, dorsal root ganglia, submandibular gland, epidermis and mammary placodes of the embryo [7], and the brain, lung and spleen in the adult [5]. At a biochemical level, Deaf-1 has been shown to interact with Lmo4, a LIM-only adaptor protein, as well as with members of the nuclear Clim/Ldb protein family [7]. Disruption of *Deaf-1 *in mice revealed that it is important for neural tube closure and skeletal patterning [8]. *Deaf-1*-deficient mice displayed exencephaly, transformation of cervical segments and rib cage abnormalities, albeit with incomplete penetrance. Interestingly, Lmo4-deficient mice also exhibited neural tube defects and homeotic transformations [8], suggesting that Lmo4 and Deaf-1 act in a complex to mediate specific physiological functions. In the context of mammary tissue, conditional deletion of *Lmo4 *in mouse mammary glands during pregnancy results in impaired alveolar development [9]. Conversely, overexpression of LMO4 has been observed in greater than 50% of human breast cancers and Lmo4 is oncogenic when overexpressed in the mammary glands of transgenic mice [10].

Given that Deaf-1 is expressed in the mammary gland and forms a complex with Lmo4, we explored a potential role for Deaf-1 in mammary epithelial cells. Overexpression of DEAF-1 in MCF10A cells revealed that DEAF-1 plays a role in regulating the proliferation of human breast epithelial cells and increased ductal epithelial proliferation was also observed in young *Deaf-1 *transgenic mice in the post-pubertal phase. Concomitantly, decreased expression of PRA and augmented side-branching were apparent in these mice. In contrast to *Lmo4*, overexpression of *Deaf-1 *in transgenic mice did not induce mammary hyperplasia or tumors. Finally, Affymetrix gene profiling studies were carried out to explore potential Deaf-1 target genes in mammary epithelial cells, leading to the identification of *Rac3 *which encodes a small Rho-like GTPase [11].

## Results

### DEAF-1 enhances the proliferation of human mammary epithelial cells

To generate human breast epithelial cells stably overexpressing human DEAF-1 protein, MCF10A cells were initially transfected with a vector containing the mouse *Ecotropic Receptor *(*EcoR*) gene to generate MCF10A-EcoR cells. These cells were subsequently infected with an ecotropic pBabe-puro retrovirus encoding DEAF-1. Western blotting of whole cell lysates confirmed that DEAF-1 was overexpressed in *DEAF-1*-transduced MCF10A-EcoR cells relative to control cells transduced with an empty vector (Fig. 1A).

**Figure 1:**
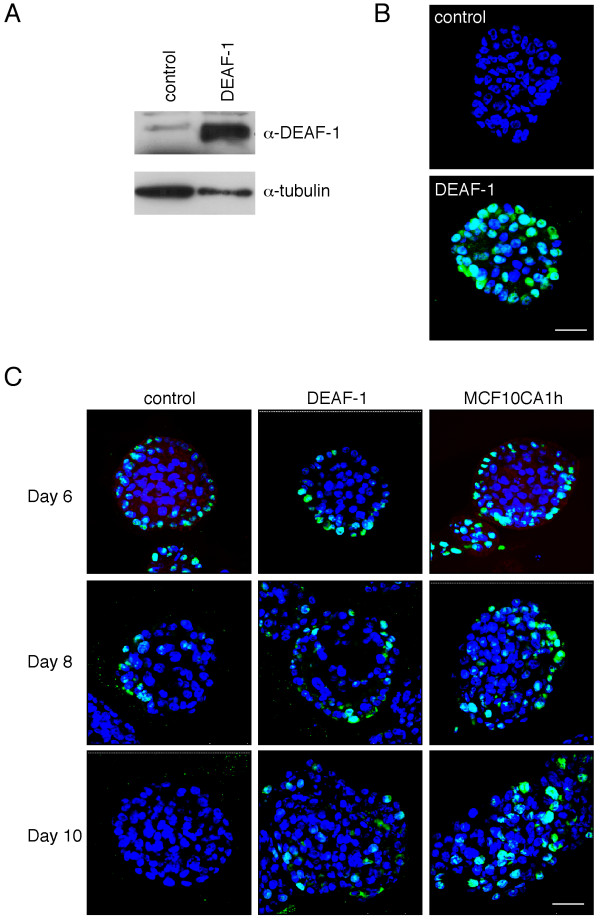
**Overexpression of DEAF-1 in MCF10A cells leads to enhanced cellular proliferation within acini**. A) MCF10A-EcoR cells transduced with either a *Deaf-1*-expressing or empty pBabe-puro retrovirus were analyzed by western blotting of whole cell lysates using anti-DEAF-1 polyclonal antisera. Blotting for tubulin provided a loading control. B) Control or Deaf-1 expressing MCF10-EcoR cells were plated at 4,000 cells/well in eight-well glass chamber slides. Wells were pre-coated with Matrigel and the final culture medium contained 20 ng/ml EGF and 2% Matrigel. Acini were fixed in 2% paraformaldehyde after 8 days in culture, immunostained with anti-DEAF-1 (green), counterstained with DAPI (blue) and acini visualized by confocal microscopy (DAPI = uv; and DEAF-1 = 488 nm). Scale bar represents 47.6 μm. C) Transduced acini were grown as in B) from control MCF10A-EcoR cells, DEAF-1-transduced-MCF10A cells, and malignant MCF10CA1h cells. Cells were fixed in 2% PFA after 6, 8 and 10 days in culture. Acini were immunostained with anti-Ki67 (green) and counterstained with DAPI (blue) following 6, 8 and 10 days in culture. At least three independent experiments were performed. Acini were visualized with a confocal microscope (DAPI = uv; and Ki67 = 488 nm). Scale bar represents 47.6 μm.

The MCF10A cellular assay described by Debnath et al [12] was used to assess the effect of DEAF-1 on breast epithelial cell proliferation and the formation of acinar structures. Transduced cells were cultured for periods of 6, 8 or 10 days, after which they were immunostained and evaluated by immunofluorescence using confocal microscopy. DEAF-1 expression was detected using an antibody raised against an amino-terminal peptide in the DEAF-1 protein. Acini generated from MCF10A-EcoR cells transduced with the DEAF-1 retrovirus expressed high levels of DEAF-1 protein, whereas DEAF-1 expression was undetectable in control acini (Fig. 1B). To assess cell proliferation, acini were immunostained with anti-Ki67 antibody. In general, proliferating cells were found to be restricted to the periphery of acini and were evident in both control and DEAF-1-expressing acini following 6 and 8 days of culture. By 10 days, proliferation ceased in control acini which appeared organized and spherical (Fig. 1C, lower left panel). In contrast, DEAF-1 overexpressing acini continued to proliferate, with a commensurate increase in the size and number of acini (Fig. 1C, lower middle panel). The malignant isogenic MCF10CA1h cell line was included as a control as it generates abnormal acinar structures. The MCF10CA1h cell line was derived from tumors arising in mice that had been injected with the HA-ras transformed MCF10AneoT cells, following transduction of parental MCF10A cells [13,14]. As expected, proliferation in MCF10CA1h acini was prolonged (Fig. 1C, lower right panel) and Ki67-positive cells were observed up to 21 days in culture (data not shown). Reminiscent of MCF10CA1h acini, DEAF-1 overexpressing acini also appeared more disorganized. Apoptosis and polarity were assessed by TUNEL and anti-GM130 staining respectively but no differences were observed (data not shown).

### Generation of Deaf-1 transgenic mice

To evaluate the expression of *Deaf-1 *during mammary development, RNA was isolated from mouse mammary glands at different developmental stages and subjected to quantitative real-time PCR analysis. Expression of *Deaf-1 *was quantified relative to that of the luminal epithelial marker cytokeratin 18 (*CK18*) and was found to be expressed at all stages of mammary gland development, with slightly higher expression observed during pregnancy and lactation (Fig. 2A).

**Figure 2:**
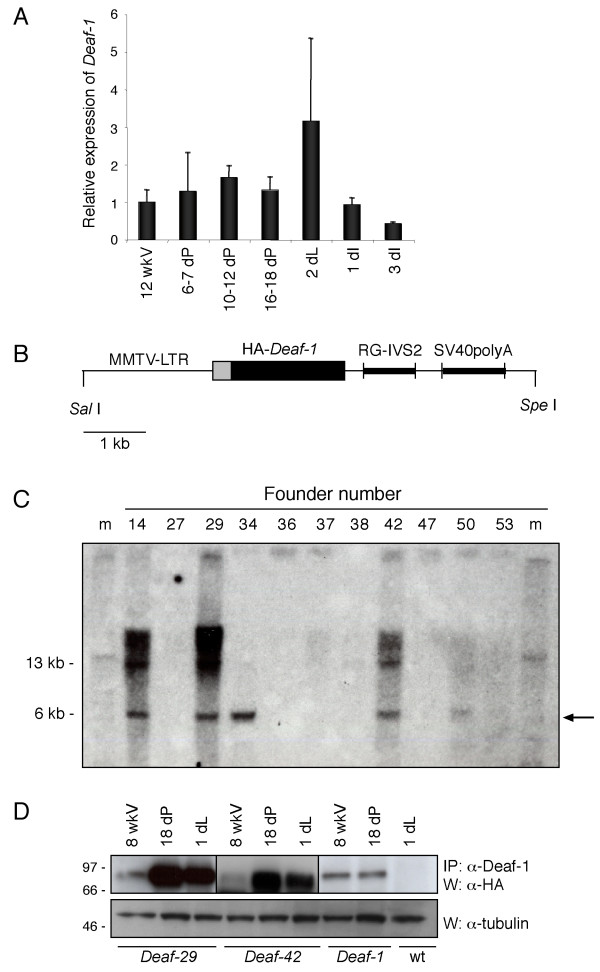
**Generation and analysis of Deaf-1 transgenic mice**. A) Quantitative RT-PCR analysis of RNA purified from mouse mammary glands at different stages of development (wkV, week-old virgin; dP, days pregnant; dL, days lactation; and dI, days involution) using *Deaf-1 *and *CK18 *specific primers. Data are from at least two wild-type mice for each time-point and error bars represent standard deviation from the mean. B) Schematic diagram of the 7 kb transgenic construct showing the *MMTV *promoter, the HA-*Deaf-1 *transgene, and the rabbit β-globin plus SV40poly(A) intronic sequences. C) Southern blot analysis of HindIII-digested tail DNA, probed with a [α-^32^P]-labeled SV40 fragment. Arrow indicates the *Deaf-1 *fragment. D) Western blot analysis of protein lysates from 8 week-old virgin (8 wkV), 18 days pregnant (18 dP) and 1 day lactating (1 dL) mammary glands from *Deaf-29*, *Deaf-42 *and *Deaf-1 *transgenic strains. Anti-Deaf-1 and anti-HA antibodies were used to detect the HA-tagged Deaf-1 protein. Wild-type mammary gland lysate provided a negative control (upper panel). Samples of each lysate (prior to immunoprecipitation) were subject to immunoblotting with anti-tubulin to control for protein loading (lower panel).

To investigate the effects of Deaf-1 overexpression on mammary gland development and oncogenesis, we generated transgenic mice expressing a HA-tagged mouse *Deaf-1 *(full-length) gene under the control of the mouse mammary tumor virus-long terminal repeat (MMTV-LTR). The MMTV-LTR is active in both virgin and pregnant mammary glands [15] but reaches maximal activity during pregnancy since the long terminal repeat (LTR) of the *MMTV *promoter is activated by steroid hormones. The transgene included rabbit β-globin and simian virus 40 (SV40) intronic sequences to augment mRNA stability, as well as a polyadenylation (poly(A)) sequence (Fig. 2B). Southern blot analysis of genomic DNA from the offspring of founder mice demonstrated that five lines transmitted the transgene with variation in copy number evident (Fig. 2C). Expression of the transgene was assessed by immunoprecipitation of mammary protein lysates from virgin, pregnant (18 dP) and lactating (1 dL) mice with anti-Deaf-1 polyclonal antisera, followed by Western blot analysis using an anti-HA antibody. Abundant expression of the transgene was observed during pregnancy and lactation in two strains, *Deaf-29 *and *Deaf-42 *(Fig. 2D, upper panel). Immunoblotting of lysates prior to immunoprecipitation with anti-tubulin antibody provided a loading control (Fig. 2D, lower panel).

### *Deaf-1 *transgenic mammary glands exhibit increased side-branching in young mice

Analysis of young virgin transgenic mice (8 weeks of age) revealed an increase in the number of side-branches by wholemount and histological analyses (Fig. 3A). Since fluctuation in ductal branching occurs during the estrous cycle, vaginal smears were stained with haematoxylin and eosin to ensure that mammary glands were harvested from mice at the same stage of the estrous cycle. For strain *Deaf-29*, 5 out of 12 mice exhibited mammary glands with substantially increased side-branching compared with 2 out of 5 *Deaf-42 *transgenic mice (Table 1). Although some variation in the degree of side-branching was noted amongst the sixteen control (wild-type) mice analyzed, transgenic mice exhibited profoundly abnormal mammary glands compared to wild-type glands.

**Figure 3:**
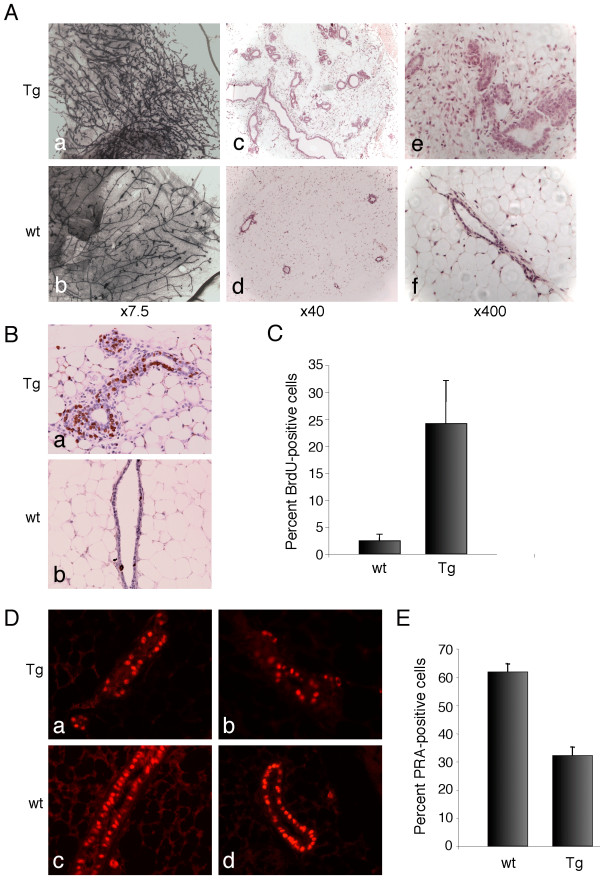
**Increased side-branching and proliferation in the mammary glands of young Deaf-1 transgenic mice**. A) Wholemounts of thoracic mammary glands harvested from transgenic (a) and wild-type (b) 8 week-old virgin mice. Original magnification, *×7.5*. Sections of inguinal mammary glands from transgenic (c and e) and wild-type (d and f) mice stained with haematoxylin and eosin. Original magnification, *×40 *(c and d) and *×400 *(e and f). B) Immunostaining of mammary sections from transgenic (a) and wild-type (b) 8 week-old mice with anti-BrdU. Original magnification *×400*. C) Percent BrdU-positive cells was calculated by counting greater than 1,000 nuclei in 10 random fields for each mouse. At least 5 mice were analyzed for both transgenic and wild-type genotypes. The percentage of BrdU-positive cells in transgenic glands (Tg) was 24.2% ± 7.9% versus 2.5% ± 1.2% in control (wt) glands. Error bars represent standard deviation from the mean. D) Immunostaining of sections from transgenic (a and b) and wild-type (c and d) mammary glands of 8 week-old mice using anti-PRA antibody. Original magnification *×400*. E) Percent PRA-positive cells was calculated by counting greater than 1,000 nuclei in 10 random fields for each mouse. At least 4 mice were analyzed for each genotype. The percentage of PRA-positive cells in transgenic glands (Tg) was 32.1% ± 3.0% versus 61.8% ± 2.9% in control (wt) glands. Error bars represent the standard deviation from the mean.

**Table 1:** Number of *Deaf-29 *and *Deaf-42 *transgenic mice exhibiting a side-branching phenotype

**Transgenic Line**	Phenotype/Total*
Deaf-29	5/12
Deaf-42	2/5

* Number of mice at 8 weeks exhibiting a phenotype/total number of transgenic mice analyzed.

### Increased proliferation and altered expression of PRA and PRB in *Deaf-1 *transgenic glands

Side-branching occurs concomitantly with epithelial cell proliferation in pubertal mammary glands. *In vivo *BrdU labeling was therefore used to quantify proliferation in transgenic and wild-type glands. Transgenic 8 week-old virgin mice showed a marked increase in the number of proliferating cells (24.2 ± 7.9% BrdU-positive ductal epithelial cells in transgenic glands compared to 2.5 ± 1.2% in wild-type glands, Figs. 3B and 3C). TUNEL staining was employed to quantify the number of apoptotic cells in the virgin glands but few TUNEL-positive cells were apparent and no difference was observed between transgenic and wild-type glands (data not shown).

The progesterone receptor (PR) isoforms together with Wnt4 play important roles in development of the mammary ductal tree during puberty [16-18]. To assess the expression of PR in virgin mammary glands of transgenic mice, immunofluorescence was performed using anti-PRA and anti-PRB specific antibodies. Fewer ductal epithelial cells were positive for PRA in transgenic mammary glands relative to those from wild-type mice (Fig. 3D). Detection of the PRB isoform by immunostaining proved difficult, although low levels were seen in transgenic and wild-type glands (data not shown). To quantify the number of PRA-positive cells in wild-type versus transgenic mammary glands, immunohistochemistry was performed: 32.1 ± 3.0% ductal epithelial cells were PRA-positive in transgenic glands compared to 61.8 ± 2.9% in wild-type glands (Fig. 3E). Wnt4 expression was assessed by semi-quantitative RT-PCR analysis but no difference was observed between transgenic and wild-type glands (data not shown).

### *Deaf-1 *transgenic mammary glands appear normal during pregnancy, lactation and involution and do not develop tumors

Wholemounts and histological sections were prepared from transgenic (*Deaf-29 *and *Deaf-42*) and wild-type mice at the following stages of mammary gland development: 12 and 18 days of pregnancy, 1 and 8 days of lactation, and 1 and 4 days of involution. All transgenic mammary glands appeared morphologically normal. Figure 4 shows representative wholemounts and sections harvested from transgenic and wild-type mice at pregnancy, lactation and involution. At least three mice of each genotype were analyzed for each stage.

**Figure 4:**
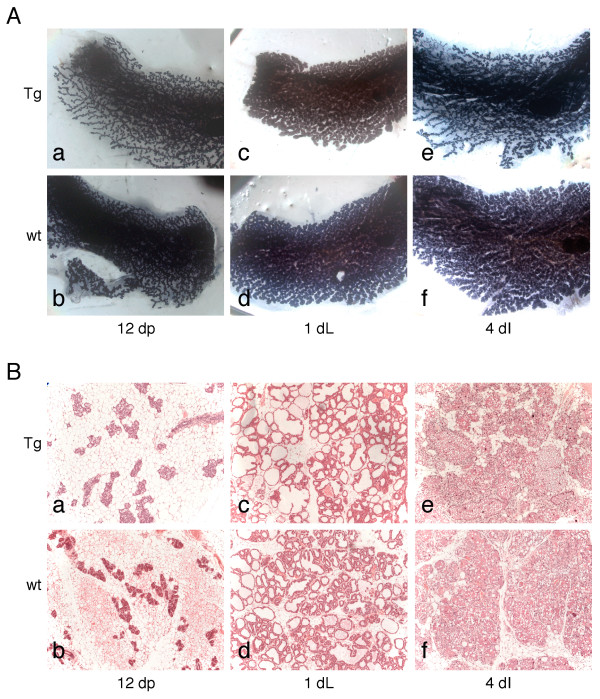
**No phenotype is evident in Deaf-1 transgenic mice during pregnancy, lactation and involution**. A) Wholemounts of inguinal mammary glands from *Deaf-1 *transgenic (a, c and e) or FVB/N wild-type mice (b, d and f). Whole-mounted glands at different time-points: 12 days of pregnancy (12 dP; a and b), 1 day of lactation (1 dL; c and d) and 4 days of involution (4 dI; e and f). Original magnification *×7.5*. B) Sections of glands from *Deaf-1 *transgenic (a, c and e) and FVB/N wild-type mice (b, d and f) at 12 days of pregnancy (12 dP; a and b), 1 day of lactation (1 dL; c and d) and 4 days of involution (4 dI; e and f). Original magnification *×100*. Tg, transgenic; wt, wild-type.

To investigate the oncogenic potential of Deaf-1 in the mammary gland, pituitary isografting was employed to recapitulate pregnancy and increase MMTV-LTR-driven *Deaf-1 *expression [19]. Two pituitary glands from FVB/N mice were transplanted into each inguinal mammary gland of 7 week-old transgenic and wild-type mice, which were then maintained for 12 months. Mice presenting with tumors (or another illness) prior to 12 months were sacrificed early. Although two out of thirteen (15.4%) *Deaf-29 *transgenic mice developed mammary tumors within 12 months of age, one out of ten wild-type mice (10%) developed a tumor during this period. Moreover, Deaf-1 transgenic glands did not exhibit hyperplasia. We therefore conclude that overexpression of Deaf-1 is not sufficient to induce mammary tumors.

### *Rac3 *is a potential target gene of Deaf-1 in the mammary gland

To investigate potential target genes of Deaf-1, primary mammary epithelial cells (MECs) were isolated from a *Deaf-1*^-/- ^mouse and immortalised by transduction with a retrovirus encoding the human papilloma virus (HPV16) E6/E7 proteins. Two MEC clones were selected and transduced with either an empty retrovirus or one encoding *Deaf-1*. RNA was subsequently isolated from cells at 24 and 48 hours post-transduction for Affymetrix analysis and protein lysates were prepared for Western blot analysis. In addition, cells were plated on coverslips to assess Deaf-1 protein expression at each time-point by immunofluorescence. High levels of Deaf-1 expression were demonstrated in cells transduced with the *Deaf-1 *retrovirus relative to control cells following a 48 hour selection in puromycin (Figs. 5A and 5B). This time-point was therefore selected for further analysis.

**Figure 5:**
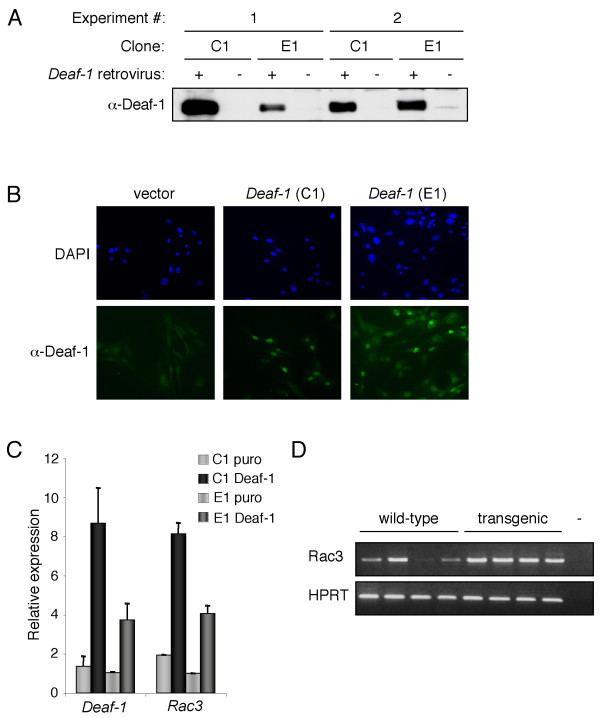
***Rac3 *is a candidate Deaf-1 target gene**. Expression of Deaf-1 in whole cell lysates from cells infected with a *Deaf-1 *retrovirus (+) or control retrovirus (-). Two independent clones (C1 and E1) were generated and used for these studies. Western blots were probed with anti-Deaf-1 antibody. B) Clones transduced with either a *Deaf-1 *or control retrovirus were plated on coverslips and immunostained with anti-Deaf-1 polyclonal antisera, followed by FITC-conjugated anti-rabbit antibody. Cells were counterstained with DAPI to visualize nuclei by fluorescence microscopy (clones C1 and E1 are shown). C) Quantitative RT-PCR analysis was performed on cDNA generated from Affymetrix RNA samples using primers specific for *Deaf-1*, *Rac3 *and *18S rRNA*. Data are from two independent experiments and error bars represent the standard deviation from the mean. D) Semi-quantitative RT-PCR analysis of RNA prepared from wild-type or Deaf-1 transgenic mammary glands of 8 week-old mice using primers specific for *Rac3 *and *HPRT*.

To compare the gene expression profiles of *Deaf-1*-transduced MECs relative to *Deaf-1*-deficient MECs, Affymetrix analysis was performed using the GeneChip^® ^Mouse Expression Set 430 2.0 array which comprises 39,000 transcripts on a single array. Total RNA was harvested from two independent clones (C1 and E1) infected with either control or Deaf-1-expressing retrovirus, representing four samples in total. 

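RNA from each clone with each retrovirus was hybridized to 1 array. The Deaf-1 group therefore held 1 array of clone C1 and 1 of clone E1, and the control group held the same clones with the empty retrovirus. Both clones came from immortalised Deaf-1-null mammary epithelial cells, so the comparison sets cells given Deaf-1 against cells that lack it. The paper's results give a single mouse as their source, while its methods speak of mice. The paper gives the time-point as a 48 hour selection in puromycin. On the Affymetrix mouse array used, each probe set, a group of short oligonucleotides, reads 1 transcript in 1 colour. The values deposited by the authors are on a log2 scale and were made with RMA, which corrects for background, brings the arrays to a common distribution and summarizes the oligonucleotides of a probe set into 1 value. The version of RMA is not given in the sources used here. The table holds 45101 probe sets. After 64 control probe sets were left out, 45037 were tested, and those with 1 gene symbol represent 18193 genes. Values ranged from 1.75 to 13.63, and the array medians from 3.77 to 3.87. A background level of 3.83 was taken as the 95th percentile of 44 probe sets for olfactory receptors, genes not expected in these cells. Between 49.2% and 50.8% of probe sets lay above it on each array. The clones differed more than the retroviruses did. Across probe sets the correlation was 0.994 between the C1 arrays and 0.992 between the E1 arrays, but 0.976 to 0.983 between arrays of different clones. The first principal component, with 69.3% of the variance, parted the clones, and the third, with 10.4%, parted Deaf-1 from control arrays in both. Differences between Deaf-1 and control arrays were tested with limma's moderated statistic, two-sided, with the clones as replicates. The fit was repeated with clone as a block. Fits with 1 array left out do not hold clone and compare unequal mixes of the clones. Their values therefore carry differences between clones as well as any change with Deaf-1. All p-values measure only the spread between arrays of these clones, not between mice, and the number of arrays limits the precision.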

Clones C1 and E1 were treated as biological replicates in the subsequent analysis. Notably, the top gene differentially expressed between Deaf-1 and control samples following hybridization to Affymetrix chips was *Deaf-1 *itself. 

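Deaf1 RNA, read by probe set 1448446_at, was higher with the Deaf-1 retrovirus in both clones. In clone C1 its log2 value was 5.01 with the control retrovirus and 6.73 with the Deaf-1 retrovirus, a 3.29-fold difference. In clone E1 the values were 4.91 and 6.25, a 2.53-fold difference. The mean was 4.96 ± 0.073 (SD, n = 2 clones) in control cells and 6.49 ± 0.34 (SD, n = 2) in Deaf-1-transduced cells. The log2 fold change of 1.53 (standard error 0.21) had the largest absolute moderated t of all probe sets tested, 7.12, with unadjusted p under 0.01 and an adjusted p of 1 from limma. With clone as a block the moderated t was 9.03. No other probe set on the array carries the symbol Deaf1 alone. The control cells, which are Deaf-1-null, read above the background level at this probe set. Its place relative to the disrupted part of the gene is not given in the sources used here. For Deaf1 (1448446_at), leaving out the control array of clone C1 gave a log2 fold change of 1.58, and leaving out that of clone E1 gave 1.48.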

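Transcripts of 5 probe sets were higher in Deaf-1-transduced cells at an unadjusted p under 0.01, and none was lower. They were Deaf1, Eif4g3, Rac3, Kng1 and 4931408D14Rik, a transcript without a described function. With clone as a block, 11 probe sets passed, 8 higher and 3 lower, and these included the same 5. The block added Agbl5, a probe set without a gene symbol (1444199_at) and Gnas, which encodes the alpha subunit of a stimulatory G protein, on the higher side. On the lower side it added Rrp12, a factor of ribosome assembly, Fam151b and another probe set without a symbol (1436540_at). Gnas lay below the background level and was named only after its value was seen. The log2 fold change of 4931408D14Rik (1431806_at) was 0.74 (standard error 0.15, moderated t 4.86), at a mean below the background level. Rrp12 (1434239_at) was 5.59 in control C1 cells and 4.94 with Deaf-1, and 5.40 and 4.72 in clone E1. Its log2 fold change of -0.66 (standard error 0.17) had a moderated t of -3.90, or -4.67 with clone as a block. No probe set had an adjusted p under 0.05 from limma in either fit. At an unadjusted p under 0.05 there were 195 probe sets, or 394 with the block. For comparison, chance alone gives about 450 of 45037 independent tests a p under 0.01. In simulated data of the same size, 0.310% of unchanged probe sets reached it without the block and 1.19% with it. In the real data the changes of the clones correlated at -0.31 across probe sets. Opposite changes enlarge the spread that the test uses. Neither the chance number nor the simulated shares can therefore be read as rates for these arrays. After a further quantile normalization, median centring or cyclic loess, 5 were higher and 1 was lower. With limma's prior variance allowed to follow intensity, 16 were higher and 9 lower. Without 1 array the log2 fold change of 4931408D14Rik (1431806_at) was 0.76 (Deaf-1 C1 left out), 0.82 (control C1), 0.71 (Deaf-1 E1) or 0.65 (control E1).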

Table 2 lists the top 10 genes that were expressed in a differential manner with a p-value less than 0.01. This order was based on calculation of the t statistic, which is a measure of consistency between the two clones, C1 and E1. 

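Each of the 10 probe sets listed in Table 2 moved the same way in both clones. The paper chose them on these arrays by a t statistic that it describes as measuring consistency between the clones. Their shared direction therefore follows largely from that choice. Fli1, an Ets-family transcription factor, shows how the t statistic depends on what counts as spread. At probe set 1433512_at its log2 value was 2.58 in control C1 cells and 2.00 with Deaf-1, against 5.10 and 3.81 in clone E1. The change was -0.58 in C1 and -1.29 in E1, on levels that differed between the clones by 2.17. With the clones as plain replicates the moderated t was -0.90, and with clone as a block it was -4.15, neither with p under 0.01. For Fli1 (1433512_at) the log2 fold change of -0.93 became -0.026 without the Deaf-1 array of C1, -2.19 without the control array of C1, -1.84 without the Deaf-1 array of E1 and 0.33 without the control array of E1. These values carry the difference of 2.17 between the clones. Its mean lay below the background level, and at a second Fli1 probe set (1422024_at) the changes were -0.38 in C1, from levels below background, and -0.37 in E1, from levels above it. The unannotated probe set 1444199_at was 0.68 higher in both clones from different levels, and its t was 1.80 without the block and 4.78 with it. For 1444199_at the value was 1.05 without the Deaf-1 array of C1, 0.30 without the control array of C1, 0.31 without the Deaf-1 array of E1 and 1.06 without the control array of E1. Zcchc8 (1441639_at), a component of a nuclear RNA surveillance complex, had changes of 0.57 in C1 and 1.07 in E1 at a mean below background (t 3.41, or 4.38 with the block). For Zcchc8 (1441639_at) the mean change of 0.82 became 1.12, with p under 0.01, without the Deaf-1 array of C1, and 0.53 without that of E1. A brighter probe set of this gene, 1423755_at (mean 7.76), read 0.21 in C1 and -0.069 in E1. Over all probe sets the changes were not shared. The correlation across probe sets between the change in C1 and that in E1 was -0.31 (-0.29 by ranks, Spearman), and 58.9% of probe sets moved in opposite directions. Probe sets are not independent replicates, so no p is given. The correlation was -0.27 after cyclic loess.

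**Figure D1:**
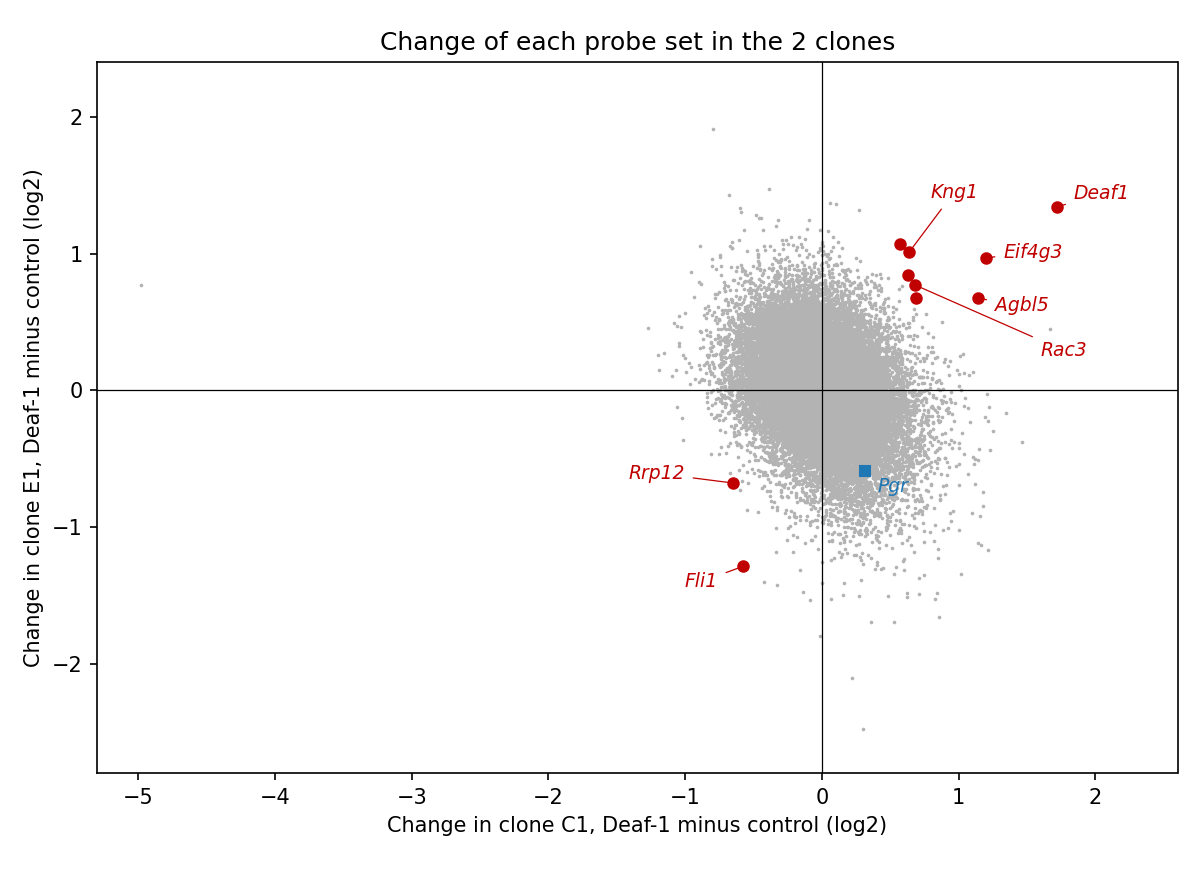
Change in RNA (Deaf-1 minus control, log2) in clone C1 on the horizontal axis and in clone E1 on the vertical axis, for 45037 probe sets (grey), the 10 of Table 2 (red circles) and Pgr (blue square). Deaf1 lies at 1.72 and 1.34 and Pgr at 0.31 and -0.59, while the grey cloud slopes downward.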

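Eif4g3, which encodes a scaffold protein of translation initiation, was higher with Deaf-1 in both clones. At probe set 1426833_at its log2 value was 5.97 in control C1 cells and 7.17 with Deaf-1, and 6.29 and 7.26 in clone E1. This is a 2.12-fold difference (log2 fold change 1.09, standard error 0.18, moderated t 6.03). Agbl5 encodes an enzyme that removes glutamate residues from tubulin. Its probe set 1439465_x_at had a log2 fold change of 0.91 (1.14 in C1, 0.67 in E1), with a moderated t of 3.16, or 4.97 with clone as a block. For Agbl5 (1439465_x_at) it was 0.55 without the Deaf-1 array of C1, and 1.27, with p under 0.01, without that of E1. Probes of this kind may match other transcripts. Kng1, the kininogen precursor made mainly by the liver, had a log2 fold change of 0.83 at probe set 1416676_at (standard error 0.18, moderated t 4.71). Its mean of 3.34 lay below the background level. Without the block Eif4g3 and Kng1 had unadjusted p under 0.01, and limma's adjusted p was 1 for all 3 genes, each of which was higher in both clones. Other probe sets carry the same symbols. Their log2 fold changes were 0.068, 0.12 and -0.076 for Eif4g3, 0.086 and -0.19 for Agbl5, and -0.10 for Kng1. Those of 0.068, 0.12, -0.19 and -0.10 came from means below background, and that of -0.076 from a mean of 3.87, close to it. Probe sets at background cannot test a change of the transcript. The Agbl5 probe set with 0.086 read -0.40 in C1 and 0.57 in E1. None of the 164 other probe sets of the genes chosen for naming reached p under 0.01. For Eif4g3 (1426833_at) the log2 fold change was 1.13 (Deaf-1 C1 left out), 0.92 (control C1), 1.04 (Deaf-1 E1) or 1.25 (control E1). For Kng1 (1416676_at) it was 0.86 (Deaf-1 C1 left out), 0.98 (control C1), 0.80 (Deaf-1 E1) or 0.67 (control E1).

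**Figure D2:**
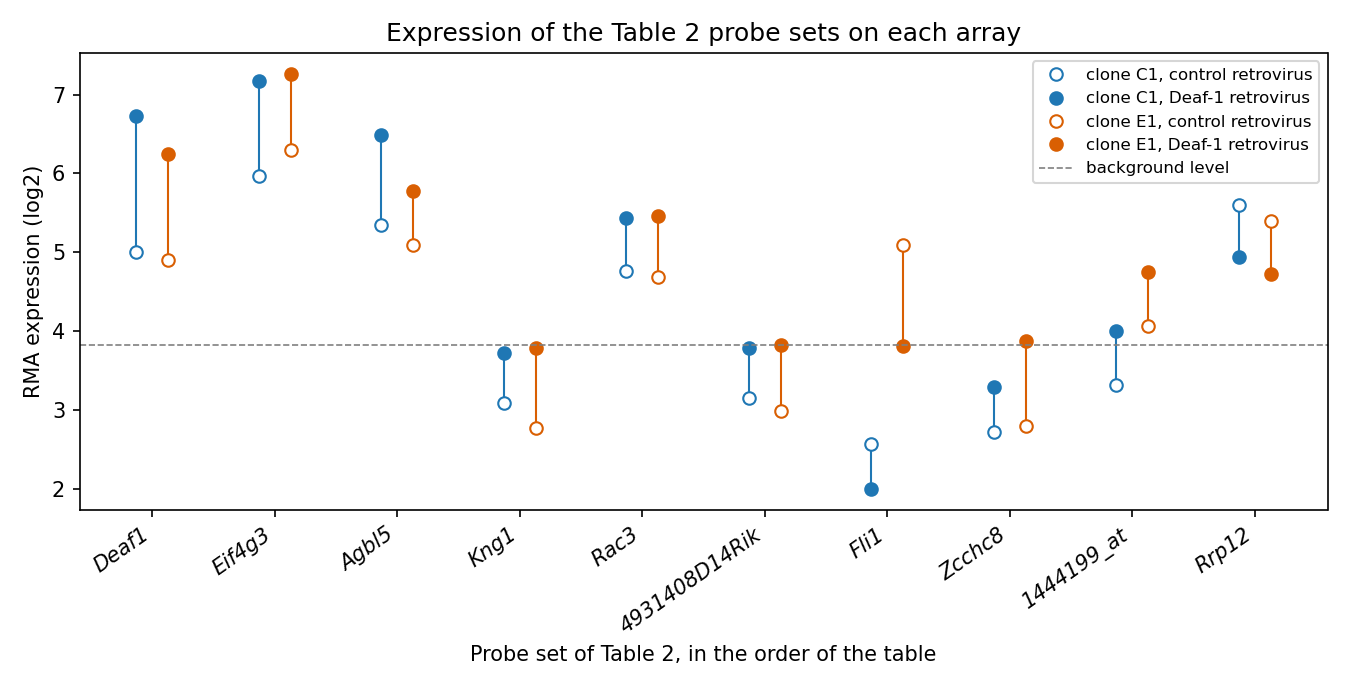
RMA expression (log2) of the 10 probe sets of Table 2 on each array, with control retrovirus as open and Deaf-1 retrovirus as filled circles, clone C1 in blue, clone E1 in orange and the background level of 3.83 as a dashed line. Lines join the arrays of a clone. Deaf1, Eif4g3, Agbl5, Rac3 and Rrp12 lie above background on all 4 arrays.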

The top five differentially expressed genes obtained from this analysis were: *Deaf-1*, *Eif4g3*, *Agbl5*,*Kng1 *and *Rac3*.

**Table 2:** Top 10 differentially expressed genes between Deaf-1 and control samples

ID	Name	M	A	t	p-value
1448446_at	Deaf1	1.529607	5.723798	8.519405	0.000124
1426833_at	Eif4g3	1.086468	6.67216	6.415899	0.000609
1439465_x_at	Agbl5	0.907762	5.675668	4.825747	0.00272
1416676_at	Kng1	0.826599	3.34331	4.609687	0.003417
1420554_a_at	Rac3	0.726538	5.085094	4.440323	0.004105
1431806_at	4931408D14Rik	0.737322	3.439207	4.37871	0.004393
1433512_at	Fli1	-0.93092	3.370952	-4.29734	0.004808
1441639_at	Zcchc8	0.822497	3.174238	4.291322	0.004841
1444199_at	unannotated	0.680436	4.035815	4.182175	0.005473
1434239_at	Rrp12	-0.66472	5.164167	-4.084	0.006122

*Rac3 *appeared to be of most interest since its expression has previously been reported in breast cancer epithelial cells [11]. 

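Rac3, which encodes a small GTPase, was higher with Deaf-1 in both clones by similar amounts. At probe set 1420554_a_at its log2 value was 4.76 in control C1 cells and 5.44 with Deaf-1 (1.61-fold), and 4.69 and 5.46 in clone E1 (1.71-fold). The mean was 4.72 ± 0.051 (SD, n = 2 clones) in control cells and 5.45 ± 0.011 (SD, n = 2) in Deaf-1-transduced cells. The log2 fold change was 0.73 (standard error 0.14), with a moderated t of 5.10, unadjusted p under 0.01 and an adjusted p of 1 from limma. None of 33 measured effectors and regulators of Rac and Cdc42 reached p under 0.01 (limma's camera, adjusted p = 0.741), and none passed when adjusted over the list alone. Among them the exchange factor Vav3 had -0.43 (t -2.12, and -0.24 without the control array of E1), Limk1, a kinase acting on cofilin, -0.22 (t -1.53), the p21-activated kinase Pak4 0.18 (t 1.25) and Wasf3, below background, -0.27 (t -1.01). For Wasf3 the value was -0.52 (Deaf-1 C1), -0.48 (control C1), -0.0057 (Deaf-1 E1) or -0.051 (control E1) with that array left out. For Rac3 (1420554_a_at), leaving out 1 array in turn gave log2 fold changes of 0.73 (Deaf-1 C1), 0.76 (control C1), 0.72 (Deaf-1 E1) and 0.69 (control E1). Such a fit leaves a group with 1 clone, so no p is given for it. On all arrays and without the block, p for Rac3 was above 0.01 when only probe sets above background were tested and with an intensity trend in the prior variance. With clone as a block its p was under 0.01, both over all probe sets and over those above background. From its reported expression in breast cancer epithelial cells, the paper selects Rac3 for follow-up by RT-PCR in these cells and in transgenic glands, and from the higher levels seen there it proposes Rac3 as a target gene of Deaf-1.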

To validate whether *Rac3 *was a potential target of Deaf-1, real-time RT-PCR analysis was performed. An increase in *Rac3 *levels was confirmed (Fig. 5C), as was also observed by semi-quantitative RT-PCR analysis (data not shown). To further examine the correlation between *Rac3 *and Deaf-1 expression, RT-PCR analysis was performed on RNA derived from wild-type and *Deaf-1 *transgenic mammary glands. Increased expression of *Rac3 *was observed in *MMTV-Deaf-1 *transgenic samples (Figure 5D). Although a single wild-type mouse showed the same level of *Rac3 *mRNA as transgenic glands, all other wild-type mice exhibited substantially lower levels of *Rac3*. Therefore, it seems likely that *Rac3 *represents a bona fide target gene.

## Discussion

The Deaf-1 transcription factor has been implicated in a number of developmental processes, including skeletal patterning and neural tube closure in the mouse embryo [8]. To further understand the role of Deaf-1 in breast epithelial cells, we examined the effect of DEAF-1 overexpression in MCF10A cells and in the mammary glands of transgenic mice. MCF10A breast epithelial cells exhibit many characteristics of normal breast epithelium including hormone and growth factor-responsive growth in three-dimensional cultures and the inability to grow in an anchorage-independent manner [20]. Overexpression of DEAF-1 in MCF10A cells was found to enhance cellular proliferation in mammary acini but no change was observed in the number of apoptotic cells or in cell polarity.

Overexpression of *Deaf-1 *in the mammary glands of transgenic mice led to a proliferative defect and a striking increase in the number of side-branches in young post-pubertal mice. The phenotype observed in the *Deaf-1 *transgenic mice was transient as it was no longer evident in older adult mice at 12 weeks of age. No pronounced defects were evident in *Deaf-1*-deficient mice, possibly reflecting compensatory mechanisms (unpubl. data). Interestingly, a transient delay in ductal development has previously been observed in virgin mice expressing a dominant negative form of Lmo4 (engrailed-Lmo4 fusion protein) [21]. A transient phenotype has also been reported in Bim knockout mice [22]. The increased number of side-branches occurring within the mammary glands of young females in two transgenic strains was accompanied by a significant increase in the proportion of BrdU-positive cells. In addition, decreased expression of the progesterone receptor isoform PRA was observed in *MMTV-Deaf-1 *transgenic mammary glands. Approximately 62% of ductal epithelial cells in wild-type mammary glands at 8 weeks expressed PRA, in agreement with previous findings [23,24]. However, a two-fold decrease in the number of PRA-positive ductal epithelial cells was apparent in transgenic mammary glands. In the mouse mammary gland it is relevant that the progesterone receptor exists predominantly as the PRA isoform, and that the ratio of PRA to PRB is estimated to be 2:1 [25]. It has previously been shown that PRB is essential for tertiary side-branching in the mammary gland during puberty [26] and that PRA has the ability to suppress PRB-mediated mammary proliferation [27]. Interestingly, the majority of PRA-expressing epithelial cells do not proliferate in the virgin mammary gland, whereas PRB colocalises extensively with BrdU-labeled cells, a marker of proliferation [18,23]. Thus the increased proliferation and aberrant side-branching observed in *Deaf-1 *transgenic mice may reflect an elevated PRB:PRA ratio, resulting from decreased expression of PRA in these glands. 

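The arrays read RNA of cultured, immortalised Deaf-1-null clones given Deaf-1. The paper's PRA counts are of protein, by immunostaining, in mammary glands of transgenic mice. The values here therefore do not test those counts. Pgr, which encodes both isoforms of the progesterone receptor, was read by 3 probe sets, and only 1439527_at lay above the background level. In clone C1 its log2 value was 7.19 with the control retrovirus and 7.50 with the Deaf-1 retrovirus, and in clone E1 it was 5.23 and 4.63. The changes of 0.31 in C1 and -0.59 in E1 had opposite signs. The log2 fold change over both was -0.14 (standard error 1.16, moderated t -0.119, or -0.526 with clone as a block). The other probe sets, 1421444_at and 1455772_at, had log2 fold changes of -0.013 and 0.20. Of 17 measured genes of progesterone and hormone response, none reached p under 0.01, and none passed when adjusted over the list alone. In this list 4 genes were higher and 1 was lower in both clones, and 12 moved in opposite directions (camera adjusted p = 0.328). Tnfsf11, which encodes RANKL, a paracrine mediator of progesterone, had a log2 fold change of 0.28 (t 1.79), and its receptor Tnfrsf11a -0.28 (t -1.06), both below background. Cish, a feedback inhibitor of cytokine signalling, had 0.16 (t 1.14). Wnt4, a progesterone target in the mammary gland, had 0.15 (t 0.575). Leaving out 1 array moved the value for Pgr (1439527_at) to -1.57 (without Deaf-1 C1), 0.84 (control C1), 1.30 (Deaf-1 E1) or -1.12 (control E1). Such fits compare unequal mixes of the clones, and Pgr differed between the clones by -2.41 (E1 minus C1). The swing therefore carries that difference and does not show how stable the change with Deaf-1 is.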

The *PRA *gene could not be identified as a target in the Affymetrix analysis since a specific probe for *PRA *does not exist. It therefore remains to be determined whether down-regulation of *PRA *expression by Deaf-1 occurs via a direct or indirect mechanism.

Interrogation of Affymetrix gene arrays revealed a small number of genes that were differentially expressed in Deaf-1-expressing MECs versus Deaf-1-null MECS. 

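Beyond the genes of Table 2, the probe sets above background with the highest t statistics that moved the same way in both clones included Zfp703, a transcriptional corepressor, with a log2 fold change of 0.69 (moderated t 4.14). Others were Lin52, a subunit of a cell cycle repressor complex (0.56), Vamp1, a vesicle fusion protein (0.51), Aldoart2 (0.52), H2-Ke6 (0.51), 4930562C15Rik (0.62) and 1429153_at (0.54). On the lower side were Acot2, a mitochondrial acyl-CoA thioesterase (-0.68, t -3.97), Atf6, a transcription factor of the unfolded protein response (-0.50), and Imp4, a component of pre-ribosomal complexes (-0.52). Also lower were Fam151b (-0.64), Zfp787 at 1 probe set (-0.55), Tatdn2 (-0.51), Cntrl, a centriolar protein (-0.51), 1436540_at (-0.67) and 1423522_at (-0.46). Of the 5 other probe sets of Zfp787, 1437925_at (0.58, t 3.32, below background) and 1456869_at (0.22) were higher in both clones and 1441703_at (-0.22, below background) was lower in both, while 1447949_at (0.076) and 1457592_x_at (-0.032, below background) moved in opposite directions. Brighter probe sets read 0.088 and 0.081 for Zfp703, -0.14 for Acot2 and -0.079 and -0.11 for Atf6. The other probe sets of Imp4 read -0.10 and -0.15, and those of Cntrl 0.078 and -0.093. Vgf, a neurosecretory protein, had -0.61 (t -1.64, or -4.16 with clone as a block), and -1.01 (Deaf-1 C1), -0.28 (control C1), -0.21 (Deaf-1 E1) or -0.94 (control E1) with that array left out. Unadjusted p was above 0.01 for all of these without the block, and the adjusted p was 1. The genes the paper discusses elsewhere did not pass either. Lmo4, a partner of Deaf-1, had a log2 fold change of 0.25 (t 1.44, with 0.39 without the control array of C1 and 0.11 without that of E1), and its cofactors Ldb1 and Ldb2 -0.041 and 0.12. The proliferation marker Mki67 had -0.066 (t -0.140), Bcl2l11, which encodes Bim, 0.11, Mapk8, a Jun N-terminal kinase, -0.18, Jun 0.086, Golga2 0.015 and the reference gene Hprt 0.045. Krt18, a luminal keratin, had 0.42 (t 1.64, with 0.75 without the Deaf-1 array of C1 and 0.095 without that of E1) at a level below background, as was Ldb2.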

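No group of genes passed correction over the 32 gene lists set before the data were examined. With clone as a block the immediate early genes alone did, but not with an estimated correlation (adjusted p = 0.896). That correlation is estimated from 1 residual degree of freedom, or 2 without the block. No list passed with it in either fit, so it decides little. Of 43 measured genes of ribosome biogenesis, 17 were lower and 2 higher in both clones, and 24 moved in opposite directions. None had p under 0.01, except Rrp12 with clone as a block, a gene known from Table 2 beforehand (camera adjusted p = 0.0646, adjusted p = 0.810 with an estimated correlation and adjusted p = 0.0523 with the block). Tsr1 had a log2 fold change of -0.30 (moderated t -2.03), Nop2 -0.22 (t -1.42) and Gnl3 -0.17 (t -1.18). Of 18 immediate early genes, which respond within minutes to growth factors, 11 were higher and 1 was lower in both clones, and none reached p under 0.01 (adjusted p = 0.0784). Egr1 had 0.58 (t 3.43), Fos 0.65 (t 2.50, and 0.35 without the control array of E1), Ier2 0.46 (t 0.911) and Egr3 -0.11 (t -0.600). With clone as a block the adjusted p of this list was 0.00366, or 0.896 with an estimated correlation. The median change of this list was 0.098 in C1 and 0.13 in E1. Without the block its direction turned when the Deaf-1 array of C1 or the control array of E1 was left out. Such fits compare unequal mixes of the clones, and the list lay lower in E1 than in C1 (median log2 difference -0.41). The turn therefore cannot be told apart from this difference between clones. Of 16 heat shock and stress genes 11 were lower and 0 higher in both clones (adjusted p = 0.328, or 0.0593 with the block). The 14 measured genes of the LMO4 complex and its partners had a median log2 fold change of 0.12 (adjusted p = 0.0646, or 0.810 with an estimated correlation). Lmo1 had 0.53 (t 3.57) and Cited1 0.25, both below background, and Ssbp3 0.29 (t 1.89). The 35 cytosolic ribosomal protein genes (median -0.057) and 15 liver-restricted genes, which include Kng1 (median 0.060), also had an adjusted p of 0.0646. Liver-restricted genes are not expected in these cells, and 4 of the 15 lay above background. An adjusted p of this size was thus also reached by a list with no expected response. Of 44 cell cycle genes none passed (camera adjusted p = 0.697), with Mcm5 at -0.18, Tyms, below background, at 0.24, Pcna at 0.11 and Ttk at 0.11. The clones had been immortalised with HPV16 E6/E7, and the paper measured proliferation in MCF10A acini and in transgenic glands. RNA of Mki67 and of cell cycle genes in these clones therefore does not test the paper's effect on proliferation. Of 4 genes reported as regulated by DEAF1, only Eif4g3, itself known from Table 2, reached p under 0.01 and passed when adjusted over the list alone. Ifnb1, below background, had -0.047, Hnrnpa2b1 -0.013 and Htr1a 0.00097. Eif4g3 was also the only 1 of 37 translation initiation factors with p under 0.01 (adjusted p = 0.915). In 28 of the 32 lists no member reached p under 0.01. By camera, adjusted p was 0.152 for the reported DEAF1-regulated genes and ran from 0.184 to 0.915 for the other lists. Among these were luminal epithelial, basal and myoepithelial, milk protein, fibroblast and stromal, endothelial, immune and adipocyte markers. Also among them were epithelial-mesenchymal transition, cell cycle inhibitors, p53 targets, apoptosis, cell adhesion and migration, interferon-stimulated genes and NF-kB response. Hox genes, the Wnt pathway, cholesterol synthesis, unfolded protein response, hypoxia and glycolysis and Y-linked genes, not expected in female cells, were others. By limma's fry the lowest adjusted p of any list was 0.384. Without 1 array, 4 (Deaf-1 C1 left out), 7 (control C1), 3 (Deaf-1 E1) and 3 (control E1) lists had an adjusted p under 0.05.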

Only the top two genes exhibited a greater than two-fold change but all genes in Table 2 had high t statistic values. 

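Within Table 2, Deaf1 (2.89-fold) and Eif4g3 (2.12-fold) were the probe sets that differed more than 2-fold on the mean of both clones, and the others ranged from 1.60-fold to 1.88-fold on the higher side, with Kng1, 4931408D14Rik and Zcchc8 at means below background. On the lower side Rrp12 was at 0.631 and Fli1, at a mean below background, at 0.525 of the control level. In single clones, Deaf1 exceeded 2-fold in both, while Eif4g3 did so in C1 (2.30-fold) and was at 1.96-fold in E1. Agbl5 was at 2.21-fold in C1. Zcchc8 and Kng1 read over 2-fold in E1 and Fli1 less than 0.5 of control in E1, but at least 1 of their E1 arrays lay below background, so the sizes are uncertain. Among all 45037 probe sets, 5 differed more than 2-fold on the mean, and 1, Deaf1, did so in the same direction in both clones. The other 3 were named only after their values were seen. Tada1, a subunit of a histone acetyltransferase complex, had a log2 fold change of 1.06 (1.67 in C1 and 0.45 in E1, moderated t 2.76). For Tada1 this was 0.53 without the control array of C1 and 1.60, with p under 0.01, without that of E1. Fam131b had -1.09 (0.30 in C1 and -2.48 in E1, t -0.855), and 1454373_x_at, without a gene symbol, had -2.10 (-4.98 in C1 and 0.77 in E1, t -1.28). On the Deaf-1 array of E1 Fam131b read 2.58, below background, so the size of its change is uncertain. For Fam131b the value was -2.94 (p under 0.01) without the Deaf-1 array of C1, -0.63 without the control array of C1 and 0.77 without the Deaf-1 array of E1. For 1454373_x_at it was 0.33 without the Deaf-1 array of C1 and -4.54 (p under 0.01) without that of E1. Between the clones themselves, 1207 probe sets differed more than 2-fold.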

Elevated *Rac3 *levels in Deaf-1-expressing MECs could be demonstrated by real-time PCR analysis. Functional analysis of the promoter region of *Rac3 *revealed the presence of multiple Deaf-1 binding sites but luciferase reporter assays were inconclusive (data not shown). This does not preclude direct regulation of *Rac3 *by Deaf-1 via further upstream or downstream regulatory elements and requires more extensive analyses using a large genomic region spanning the entire *Rac3 *gene. Interestingly, mammary glands of *Deaf-1 *transgenic mice had increased levels of *Rac3 *mRNA compared to wild-type mammary glands. Thus, it appears that *Rac3 *may be a genuine target gene of Deaf-1. Recently, a study of transgenic mice expressing activated *Rac3 *in the mammary epithelium revealed that the glands underwent incomplete involution, with epithelial islands persisting up to nine months postpartum. These mice also developed benign mammary gland lesions [28]. We did not observe delayed involution in *Deaf-1 *transgenic mice analyzed. However, mice were only analyzed up to 12 days postpartum (data not shown). Further assessment of the relationship between Rac3 and Deaf-1 may require analysis of *Deaf-1 *transgenic mammary glands several months postpartum to determine whether Deaf-1 overexpression leads to altered mammary gland physiology.

Activated Rac3 has been linked to deregulated p21-activated kinase (Pak) and c-Jun N-terminal kinase (JNK) activities in human cancer cells [29]. Subsequently, activation of Rac3 was found to be critical for integrin and growth factor-mediated regulation of cellular migration and adhesion [30], which are important steps in the progression of metastatic disease. Depletion of Rac3 from BT549 breast carcinoma cells by RNAi strongly inhibited cell invasion revealing a role for this GTPase in breast cancer metastasis [31]. Intriguingly, these functions may parallel the proliferative, migratory and invasive functions ascribed to LMO4, a partner of DEAF-1, in human breast cancer cell lines [10]. Although *Lmo4 *transgenic mice develop hyperplasia and mammary intraepithelial neoplasia or adenosquamous carcinoma [10], overexpression of *Deaf-1 *did not lead to mammary tumors. Further insight may come from investigating *Rac3 *as a potential target gene of the endogenous DEAF-1/LMO4 protein complex in normal and cancerous breast epithelial cells.

## Conclusion

Our data have revealed that the transcription factor DEAF-1 regulates the proliferation of human and mouse mammary epithelial cells. Enforced expression of *Deaf-1 *in transgenic mice led to increased proliferation and side-branching in post-pubertal mammary glands but was not oncogenic. Together with the perturbed PRA:PRB ratio and the known role of PR in side-branching, these data suggest that Deaf-1 may regulate the expression of PR. Finally, we have identified the small GTPase-encoding gene *Rac3 *as a potential target of Deaf-1 in the developing mammary gland.

## Methods

### Three-dimensional MCF10A assay

Stably transfected MCF10A-EcoR cells were passaged, and subjected to 3D assays in GFR Matrigel and indirect immunofluorescence as previously described [12]. Acini were incubated with primary antibodies (anti-Deaf-1 polyclonal antisera; diluted 1:50, anti-Ki67; diluted 1:300; Novo Castra) overnight at 4°C. Secondary antibody (Alexa Fluor^®^-conjugated anti-rabbit-488; Molecular Probes, Invitrogen, Carlsbad, CA, USA) was diluted 1:200. Nuclei were counterstained with 4',6-diamidino-2-phenylindole (DAPI; Sigma, St Louis, MO, USA).

### Generation and analysis of *Deaf-1 *transgenic mice

A fragment encompassing an HA-tagged *Deaf-*1 cDNA was cloned downstream of a MMTV-LTR vector which also contained the simian virus 40 (SV40) untranslated (UTR) and poly(A) sequences [10]. The *MMTV-HA-Deaf-1 *plasmid was digested with *SalI *and *SpeI *to release the *MMTV-HA-Deaf-1-SV40 *fragment from the vector, and subsequently isolated by gel electrophoresis in a 0.7% low melting point agarose gel. The 7 kb fragment was microinjected into the pronucleus of FVB/N fertilised eggs, and these were then transferred to the oviducts of foster mothers (FVB/N). Genomic (tail) DNA from the founder mice was genotyped by PCR. Eleven founder mice were positive for the transgene and mated with wild-type FVB/N mice to obtain F1 generations. All animal experiments were conducted according to the WEHI Animal Ethics Committee guidelines.

Mammary glands were collected from adult female mice at different developmental time-points. Timed pregnancies were scored by observation of vaginal plugs, and confirmed by examination of embryos at the time of mammary gland collection. Lactation time-points corresponded to days post-parturition. Pups were removed after 10 days to initiate involution. The estrous cycle stage of virgin females was determined by vaginal smears, which were dried and stained with haematoxylin and eosin.

### Southern blotting

Genomic tail DNA from founder mice was digested with *HindIII*, separated by electrophoresis, transferred to Hybond N^+ ^membranes (Amersham Biosciences, Buckinghamshire, England) and then hybridized to a 1.2 kb SV40 fragment labeled with [α-^32^P]-dCTP, using the DECAprime™II random primed DNA labeling kit (Ambion, Austin, TX, USA), according to the manufacturer's instructions.

### Histological sections and mammary gland wholemounts

For histological sections, portions of the inguinal mammary gland were harvested and fixed overnight in 4% (w/v) PFA in PBS, pH 7.4, at 4°C. Mammary glands were then embedded in paraffin, and 1.5 μm sections stained with haematoxylin and eosin. For wholemount analysis, whole thoracic and inguinal mammary glands were fixed overnight in Carnoy's solution (60% ethanol, 30% chloroform, 10% acetic acid) before staining with haematoxylin.

### Lysate preparation, immunoprecipitation and Western blot analysis

Protein lysates from adult mouse organs and mammary epithelial cell cultures were prepared in KALB lysis buffer (150 mM NaCl; 1 mM EDTA; 50 mM Tris.HCl, pH 7.5;10 mM NaF; 1 mM Na_3 _VO_4_; 1% Triton X-100)containing Complete protease inhibitor cocktail (Roche, Mannheim, Germany). For immunoprecipitation, 2 μl of anti-Deaf-1 polyclonal antisera was added to 500 μg of protein in a final volume of 200 μl KALB lysis buffer. Samples were incubated on ice for 2 hours before incubation with protein G sepharose beads, washing and Western blot analysis.

Tissue protein lysates (30 – 40 μg of total protein), whole cell lysates (10 – 25 μg of total protein) or immunoprecipitates were resolved on 4–20% Tris-glycine Novex pre-cast polyacrylamide gels (Invitrogen, Carlsbad, CA, USA) and transferred to Immobilon-P polyvinylidene difluoride membranes (PVDF; Millipore, Bedford, MA, USA) using the Novex transfer apparatus. Membranes were then probed with the following primary antibodies: anti-Deaf-1 rabbit polyclonal antisera which was raised against a 16-mer KLH-conjugated peptide (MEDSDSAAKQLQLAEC) located in the amino-terminal of murine Deaf-1 (also recognizes human DEAF-1) diluted 1:1,000, anti-HA rat monoclonal (3F10; Roche) diluted 1:750, and anti-tubulin mouse monoclonal (B-5-1-2; Sigma) diluted 1:5,000.

### Bromodeoxyuridine (BrdU) immunodetection

Mice were injected with 0.5 mg/10 g body weight 5-bromodeoxyuridine (BrdU) Cell Labeling Reagent (Amersham Biosciences, Buckinghamshire, England) 1 hr prior to tissue collection. For immunohistochemical detection of BrdU-labeled cells in mouse mammary glands, sections were treated with 3% hydrogen peroxide and permeabilized with 20 μg/ml proteinase K (Sigma, St Louis, MO, USA) followed by 0.2% Triton X-100. They were then incubated sequentially with rat anti-BrdU antibody (BD Biosciences, Bedford, MA, USA), biotinylated rabbit anti-rat IgG secondary antibody (Dako Cytomation, Carpinteria, CA, USA), and HRP-conjugated strepdavidin (LSAB2; Dako Cytomation), before staining with 3,3'-diaminobenzidine (DAB; Dako Cytomation) and counterstaining with haematoxylin. For quantification of proliferating cells within the mammary glands of transgenic and wild-type mice, greater than 1,000 epithelial nuclei in 10 random fields (×400 magnification) were counted.

### Immunohistochemistry of mouse mammary sections

Sections were deparaffinized, rehydrated and subjected to antigen retrieval by boiling in 10 mM citrate buffer, pH 6.0 for 20 min, before blocking in 10% normal goat serum (NGS). The primary antibodies, anti-PRa6 (anti-PRB) and anti-PRa7 (anti-PRA), kind gifts from C. Clarke and D. Graham, were diluted 1:40 and 1:80 respectively and incubated overnight at 4°C. For immunofluorescence, sections were incubated with anti-mouse-Alexa Flour^®^-594 (Molecular Probes, Invitrogen, Carlsbad, CA, USA), mounted with Fluorescent Mounting Medium (Dako Cytomation, Carpinteria, CA) and visualized by fluorescence microscopy. For immunohistochemistry, sections were incubated with biotinylated anti-mouse IgG secondary antibody (Vector Laboratories Inc, Burlingame, CA, USA) diluted 1:500. The tertiary step, counterstaining and quantification were carried out as described above.

### Generation of mouse mammary epithelial cells and immunofluorescence

Mammary glands were harvested from 8 week-old female *Deaf-1*^-/- ^mice and digested to obtain primary mammary epithelial cells (MECs). MECs were immortalized with an ecotropic retrovirus encoding human papilloma virus (HPV16) E6/E7 proteins as described in [32].

To analyze Deaf-1 expression, cells were plated on coverslips at 0.5 × 10^6 ^cells/plate in 6-well plates, infected with control or *Deaf-1 *retrovirus and then selected in puromycin (1.5 μg/ml) for 48 – 72 hr. Cells were incubated with anti-Deaf-1 rabbit polyclonal antibody before incubation with the anti-rabbit-FITC secondary antibody. Nuclei were counterstained with 4',6-Diamidino-2-phenylindole (DAPI) and visualized by fluorescence microscopy.

### Affymetrix analysis

RNA was purified using the QIAGEN RNeasy Kit (Qiagen, Hilden, Germany) and quality assessed by spectrophotometry and gel electrophoresis before hybridization to Affymetrix slides (GeneChip^® ^Mouse Expression Set 430 2.0). Quality assessment for Affymetrix arrays is reviewed in [33] and was carried out in the Bioinformatics Department (WEHI, Melbourne, Australia). Gene symbols were obtained from the Affymetrix probe-set annotation file, version 25, 19 March 2008.

### RT-PCR and Quantitative RT- PCR analysis

PCR was performed using 1 μl of cDNA and 50 ng of forward and reverse primers (Sigma-Genosys, Sydney, Australia; see Table 3). PCR conditions were as follows: 94°C for 2 min, followed by 30–35 cycles of denaturation at 94°C for 45 sec, annealing at x°C (see Table 3) for 45 sec and extension at 72°C for 45 sec, followed by a final extension at 72°C for 5 min.

**Table 3:** Primers for RT-PCR and quantitative real-time-PCR analysis

**RT-PCR**			
**Transcript**	**Sequence (5'-3')**	**Annealing Temp (x°C)**	**Amplicon size (bp)**

***Rac3***			
forward	GATGGTGGATGGGAAGCCAGTTAAC	68	300
reverse	GGATGGCCTCGTCGAACACTGTC		
***HPRT***			
forward	CACAGGACTAGAACACCTGC	65 (+ 5% glycerol)	229
reverse	GCTGGTGAAAAGGACCTCT		
			

**Quantitative real-time PCR**			

**Transcript**	**Sequence (5'-3')**		**Amplicon size (bp)**

***Deaf-1***			
forward	AGAATGAGCTGCCCACAACT		133
reverse	TCAAAGGTCAGTGCTCCAGA		
***Rac3***			
forward	CACACACACCCATCCTTCTG		100
reverse	TAGGTTATGGGTGCCAGCTT		
***18S rRNA***			
forward	GTAACCCGTTGAACCCCATT		152
reverse	CCATCCAATCGGTAGTAGCG		
***CK18***			
forward	CAAGATCATCGAAGACCTGAGGC		384
reverse	TGTTCATACTGGGCACGGATGTCC		

Quantitative RT-PCR assays were performed in a Rotor-Gene™ 6000 (Corbett Research, Mortlake, NSW, Australia) using 2 μl of cDNA in a 20 μl reaction volume containing 50 ng of each primer (Table 3) and 1 × SensiMix *Plus *SYBR^®^Green I Master reaction mix (Quantace Ltd, London, UK). The amplification program included an initial denaturation step at 95°C for 10 min, followed by 40 cycles of denaturation at 94°C for 15 sec, annealing at 60°C for 30 sec, and extension at 72°C for 30 sec. The *18S rRNA *and *CK18 *analyses were used for normalization to enable construction of standard curves. Relative concentrations were calculated using the delta CT method on the Rotor-Gene™ 6000 software.

## Availability and requirements

## Authors' contributions

HEB designed some of the experiments, performed most of the experimental work and wrote the first draft of the manuscript. GKS and JW carried out the statistical analysis of the Affymetrix data. TAW carried out the real-time analyses and PCR experiments. MLB generated the transgenic mice. JEV and GJL conceived and designed the study and contributed to the writing. All authors reviewed and approved the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

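RNA of 2 clones of immortalised Deaf-1-null mammary epithelial cells, each with the Deaf-1 or the empty retrovirus, was measured on 4 Affymetrix mouse arrays. The deposited values were made by the authors with RMA and are on a log2 scale, with 1 value per probe set and array and no centring per gene. RMA and limma are named in the processing notes of the submitters without versions, and the paper's text names neither the normalization nor the model. The unit was checked on the values: they run from 1.75 to 13.63 in all arrays together, and the difference of the group means equals the paper's Table 2 column M for its 10 probe sets. No array, probe set or raw scan was normalized again for the main values.

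Arrays were grouped by retrovirus as the labels state. Clones were treated as replicates, the paper's description of them, without clone in the model. Clone as a block was set as an alternative, because both retroviruses were tested in the same clones. The t statistics of Table 2 are met with the block and another prior, not by the fit without it. The correlation across probe sets of an array's deviation from its group mean with that of the other array of its clone was 0.54. Of 45101 probe sets, 64 control probe sets (AFFX) were left out and none was removed for low signal. Gene symbols came from the annotation of the array: 34945 probe sets had 1 symbol, 932 (2.07%) had several and 9160 had none. Symbols of 34741 probe sets were matched through their gene identifiers, and 0 changed. Probe sets with no or several symbols were tested but not named as genes. No genome was used, so no positions are given.

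Deaf-1 was compared with control by lmFit and eBayes of limma 3.58.1 in R 4.3.3, with neither a trend nor a robust prior, two-sided, with Benjamini-Hochberg adjustment over 45037 probe sets. The threshold of an unadjusted p under 0.01 is that of the paper's Table 2, and an adjusted p under 0.05 is given beside it. The fit has 2 residual degrees of freedom, or 1 with the block, and limma adds prior degrees of freedom shared by all probe sets (2.56, or 3.21 with the block). Before the data were examined, 32 gene lists with 756 genes were set. Each was tested by camera with a preset correlation of 0.01 on 1 probe set per gene, that with the highest mean, and again with an estimated correlation and by fry. Kng1, Rac3, Eif4g3, Fli1 and Rrp12 were known from Table 2 when the lists that hold them were written, among them those of liver-restricted, translation initiation, reported DEAF1-regulated, endothelial and ribosome biogenesis genes. The result of 1 list is not reported here.

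Genes were named by a rule set beforehand: the probe sets of Table 2 and the other genes the paper names, the 10 highest and 10 lowest moderated t among probe sets above background that moved the same way in both clones, the 5 highest and 5 lowest with the block, and up to 4 members of a list with the largest moderated t. Of the last group the text names those of 7 lists. For the comparison of retroviruses, 63 probe sets were named by the rule and 5 outside it. Genes named for differences between clones or for their level were chosen after the data were seen. Table 2's values had been seen when the rule was written. The paper names the p21-activated kinases as a family, and Pak1, set beforehand for them, has no probe set under that symbol.

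The test was checked on simulated data of the same size, with 50 changed probe sets per size of change. At a log2 change of 1.5, 86% reached p under 0.01 and 0% an adjusted p under 0.05. At 3 these were 98% and 64%. With the block, a change of 0.75 reached p under 0.01 in 56% of cases, against 16% without it. Of unchanged probe sets 0.310% reached p under 0.01 without the block and 1.19% with it. The changes of the real clones correlated at -0.31 across probe sets, which enlarges the spread that the test uses. These shares therefore cannot be read as rates for the real arrays.

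Alternatives were the block, each array left out, filters at the background level (22403 probe sets) and at a mean of 6 (12386), a further quantile normalization, median centring, cyclic loess, a trend or a robust prior, probe sets without _x_at and _s_at names, and the block with the background filter. A prior solved from the t and p values of Table 2, the comparison of clone E1 with clone C1 with retrovirus as a block, and the immediate early genes without Fos were added after seeing the data. The paper's RT-PCR, immunostaining and transgenic mice were not analysed here.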

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

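The tests on opposite changes in the clones, on background and on members of a list moving together were chosen only after the results were seen, as was the list without Fos, while for the immediate early genes the outcomes expected without Fos and after cyclic loess were written before those values were seen.

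Pgr and 1 probe set of Aldh1a3, which encodes a retinaldehyde dehydrogenase, read in opposite directions in the clones. The change in C1 minus that in E1 was 0.91 for Pgr (1439527_at), at 0.31 in C1 and -0.59 in E1. For Aldh1a3 (1427395_a_at), at -0.29 in C1 and 0.62 in E1, it was -0.91. This probe set lay close to background, with 2 arrays below it (3.74 and 3.65). Of the other probe sets of Aldh1a3, both below background, 1448789_at read -0.087 in C1 and -0.25 in E1, and 1417642_at 0.0031 and 0.42. With 1 array per clone and retrovirus, these differences were not tested. They are part of a wider pattern, a correlation of -0.31 between the clones' changes across all probe sets.

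For this pattern, an intensity-dependent offset between arrays is argued against by the correlation after cyclic loess, which was still -0.273. Dim probe sets alone are argued against by the 4324 probe sets with a mean of 8 or more, where it was -0.252. Exchanged labels in a clone are argued against by Deaf1, which was higher on the array labelled Deaf-1 in both clones, by at least 1.34 log2 units. An unrecorded batch that paired the Deaf-1 array of C1 with the control array of E1 may be a cause, but no batch record was found. The second principal component, with 20.3% of the variance, parts the arrays that way. It restates the opposite changes and would do so whatever their cause, so it does not favour a batch. Other array measures pair them in the same way. Between 2 control probe sets at the ends of Actb the log2 difference was 0.446 and 0.445 on these arrays, against 0.524 (control C1) and 0.505 (Deaf-1 E1), and for Gapdh it was -0.241 and -0.272, against -0.219 and -0.217. The share of probe sets above background was 49.2% on both, against 50.0% and 50.8%. These measures were looked at after the pattern was seen, and they do not tell a batch from a response. A response to Deaf-1 that differs between the clones may be another, and with 1 array for each clone and retrovirus it cannot be told apart from a batch.

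Probe sets for olfactory receptors, which should carry background alone, also shifted in opposite directions. Their median change was -0.12 in C1 and 0.12 in E1, a difference of 0.238. The medians of these probe sets were 2.91 (control) and 2.85 (Deaf-1) in C1 and 2.73 and 2.76 in E1. A background level that differs between arrays may be a cause, but with 1 array for each clone and retrovirus it cannot be told apart from other shifts between arrays. No biological explanation was tested for it.

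The 18 immediate early genes, which the paper does not discuss, were higher with Deaf-1 when clone was a block (adjusted p = 0.00366, 11 genes higher and 1 lower in both clones). With an estimated correlation the list did not pass (p = 0.327, adjusted p = 0.896). That correlation is estimated from 1 residual degree of freedom, and no list passed with it. It therefore cannot decide whether members of the list moved together by chance, which stays open. In the fits without the block, the list turned to the lower side without the Deaf-1 array of C1 or the control array of E1. These fits mix the clones unequally, and the list lay lower in E1 than in C1 (median log2 difference -0.41). They cannot tell a turn of the change with Deaf-1 from the difference between clones. Within clones the median change of the list was 0.098 in C1 and 0.13 in E1. Before adjustment over the lists, camera's p with the block was 0.000114. Normalization between arrays is argued against as the whole cause by the p after cyclic loess, 2.19e-05. Fos alone is argued against by the p without it, which was higher but still 0.00116. These are p-values at the preset correlation, and they do not bear on genes moving together. A response to Deaf-1, or handling of the cells before harvest, stays open and was not tested.

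A further 3 probe sets outside Table 2 had p under 0.01 with clone as a block. Gnas (1427789_s_at) had a log2 fold change of 0.67 at a mean below background, or 0.41 without the control array of E1, 1436540_at had -0.67 and Fam151b (1453284_at) had -0.64.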

How the results depend on the processing

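The prior solved from Table 2, the comparison between clones and the immediate early genes without Fos were chosen only after the data were seen; all other alternatives were set before. No probe set had an adjusted p under 0.05 under any of them for Deaf-1 against control. The number higher with Deaf-1 at p under 0.01 was 5, and 8 with clone as a block, 2 with the background filter, 1 with the filter at a mean of 6, 16 with a trend in the prior and 16 with the Table 2 prior. The number lower was 0, and 3 with the block, 1 after quantile normalization, 1 after median centring, 1 after cyclic loess, 9 with the trend and 8 with the Table 2 prior. Leaving out 1 array gave 0 to 18 higher and 0 to 29 lower. Fewer probe sets are tested under the filters, and a left-out array leaves a group with 1 clone, assumed to vary like the other group; otherwise the cause was not tested.

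Deaf1 and Rac3 lie below the filter at a mean of 6. Deaf1 stayed higher in every fit that held it, with 1.29 to 1.77 when 1 array was left out, and kept p under 0.01 in those on all arrays. Rac3 stayed higher in the fits that held it, with 0.69 to 0.76 when 1 array was left out. Without the block it was at 0.73 under the background filter and the trend, but lost p under 0.01 in both. With the block and the background filter Rac3 kept p under 0.01. With 1 array left out, Eif4g3 ran from 0.92 to 1.25, Kng1 from 0.67 to 0.98 and 4931408D14Rik from 0.65 to 0.82. Agbl5, Gnas, 1444199_at, Rrp12, Fam151b and 1436540_at gained p under 0.01 with the block, which changed no other call among the named probe sets. With the block and the background filter, Agbl5 and 1444199_at kept it. Rrp12, Fam151b and 1436540_at did not, and no probe set passed on the lower side. Gene lists with an adjusted p under 0.05 numbered 0, and 1 with the block, 2 with the background filter, 1 with the filter at a mean of 6, 1 with block and background filter, 3 with all probe sets of a gene and 3 to 7 with 1 array left out. The adjusted p of the immediate early genes ran from 8.57e-06 to 0.911 when 1 array was left out, and their direction turned without the Deaf-1 array of C1 (0.911) or the control array of E1 (0.569). An estimated correlation of the replicates (duplicateCorrelation) could not be fitted and gave no value, and camera was not run with the Table 2 prior.

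Directions turned when 1 array was left out for genes that did not pass the test. These fits compare unequal mixes of the clones, so the values carry differences between clones as well as any change with Deaf-1. Log2 fold changes ran from -2.19 to 0.33 for Fli1, -0.17 to 0.088 for Ldb1, -0.089 to 0.33 for Ldb2, -0.12 to 0.42 for Wnt4, -1.57 to 1.30 for Pgr, -0.068 to 0.16 for Hprt, -0.56 to 0.43 for Mki67, -0.048 to 0.077 for Golga2, -0.36 to 0.58 for Bcl2l11, -0.43 to 0.062 for Mapk8 and -0.094 to 0.27 for Jun. They ran from -0.032 to 0.54 for Cited1, -0.58 to 0.023 for Tnfrsf11a, -0.31 to 0.22 for Ifnb1, -0.045 to 0.020 for Hnrnpa2b1, -0.12 to 0.13 for Htr1a, -0.026 to 0.24 for Ttk, -0.080 to 1.00 for Ier2, -0.26 to 0.041 for Egr3, -0.10 to 0.43 for Aldh1a3, -4.54 to 0.33 for 1454373_x_at and -2.94 to 0.77 for Fam131b. Without turning, values moved by over 1.5 times for Lmo4 (0.11 to 0.39), Krt18 (0.095 to 0.75), Vgf (-1.01 to -0.21), Vav3 (-0.62 to -0.24), Wasf3 (-0.52 to -0.0057), Tnfsf11 (0.18 to 0.39), Mcm5 (-0.26 to -0.10), Tyms (0.035 to 0.44), Pcna (0.018 to 0.21), Nop2 (-0.33 to -0.12), Fos (0.35 to 0.96), Gnas (0.41 to 0.93), Agbl5 (0.55 to 1.27), Zcchc8 (0.53 to 1.12), 1444199_at (0.30 to 1.06) and Tada1 (0.53 to 1.60). Median centring turned Golga2 to -0.0066 and Htr1a to -0.020, and quantile normalization and cyclic loess turned Hnrnpa2b1 to 0.016 and 0.024 and Htr1a to -0.023 and -0.023; the cause was not tested. The median change over all probe sets stayed between -0.029 and 0.014 in every setting. Signal over background limits Kng1, 4931408D14Rik, Zcchc8 and 1 Fli1 probe set, whose means lie below 3.83. The probe sets that differed between the clones numbered 49, with 0 when any 1 array was left out and up to 2340 with the filter at a mean of 6.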

Differences from the paper's values

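The prior solved from Table 2 was chosen only after seeing the values. The log2 fold changes and mean expression values of the 10 probe sets of Table 2 match those computed here. Values of t, p and fold are called different below when one is over 1.5 times the other, and smaller gaps are not listed. The p-values of 8 probe sets and the t statistics of 3 differ by this measure. For Deaf1 the paper's p is 0.000124 and that found here is 0.00123. For Eif4g3 the paper's p is 0.000609, against 0.00247, for Agbl5 the paper's is 0.002720, against 0.0284, and for Kng1 the paper's is 0.003417, against 0.00668. For Fli1 the paper's p is 0.004808, against 0.414. No alternative set before the data were examined brings these 5 within 1.5 times the paper's values. For Zcchc8 the paper's p is 0.004841, against 0.0219, and leaving out the Deaf-1 array of C1 (0.00641) brings it within 1.5 times while the other alternatives do not. For 1444199_at the paper's p is 0.005473, against 0.137, and for Rrp12 the paper's is 0.006122, against 0.0137. For both, of the settings fixed beforehand, only clone as a block (0.00773 and 0.00844) brings it within 1.5 times.

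The paper's t statistic for Agbl5 is 4.825747, against 3.16. Clone as a block (4.97), the block with the background filter (4.71), leaving out the Deaf-1 array of E1 (6.28), a further quantile normalization (3.71) and cyclic loess (3.55) come within 1.5 times of it, and the other alternatives do not. For Fli1 the paper's t is -4.297340, against -0.90, and only clone as a block (-4.15) comes within 1.5 times of it. For 1444199_at the paper's t is 4.182175, against 1.80, and the block (4.78) and the block with the background filter (4.29) come within 1.5 times of it.

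The setting under which all these values fall within the paper's is clone as a block with 5.16 prior degrees of freedom and a prior variance of 0.0316, solved from Table 2. It was chosen after seeing the values, meets the t statistics of Table 2 to within 4.6e-06 and drops 0 of the 10 genes the paper calls. At the paper's threshold of p under 0.01, 5 of the 10 genes were called here, 8 with clone as a block and all 10 with that prior, which calls 14 others.

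The paper places Agbl5 as the third by t statistic. Here it ranked at 70 without the block, at 4 with the block and as the third with the Table 2 prior, which was chosen after seeing the values, while Deaf1 and Eif4g3 ranked first and second, as in the paper.

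For the fold of Deaf-1 over control cells the paper's values come from quantitative RT-PCR on the RNA used for the arrays, and those here from the arrays. For Deaf1 in clone C1 the paper's fold is about 6.2 in Fig. 5C, read by eye, against 3.29. For Rac3 the paper's fold is about 4.3 in clone C1 and about 4.1 in clone E1 in Fig. 5C, read by eye, against 1.61 and 1.71. A further quantile normalization, median centring and cyclic loess leave these differences. For Deaf1 in clone E1 the values did not differ by this measure.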

Other observations

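The comparison between clones and the choice of genes named for it were made only after the data were seen, and no explanation was tested for either pattern below.

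The clones differed widely, whichever retrovirus they carried. With retrovirus as a block, 49 probe sets differed between clones at an adjusted p under 0.05 from limma, 31 higher in E1 and 18 higher in C1. Clone E1 had more RNA for Fabp4, a fatty acid carrier of adipocytes (log2 values 9.48 and 9.38, adjusted p = 0.0183), and for Pparg, the main regulator of adipocyte differentiation (6.62 and 6.53, adjusted p = 0.0313). It also had more Casp1, the inflammasome protease (9.20 and 9.09), and Hoxa11, a patterning gene (7.19 and 7.25). All 4 lay below background in C1, so no size is given for these differences. The list of 8 measured adipocyte markers did not differ between clones as a whole (median 0.067, camera adjusted p = 0.236). Of its members, Adipoq, Lep, Cidec and Cd36 lay below background in both clones. Gpnmb, above background in both clones, was higher in E1 by 3.36. Clone C1 had more RNA for Lhx8, a homeobox gene (8.59 and 9.00), and for the smooth muscle actin Actg2 (7.91 and 8.00, adjusted p = 0.0300), both below background in E1. Igfbp5, which binds insulin-like growth factors, was above background in both and differed by -4.90 (E1 minus C1). Pgr (1439527_at) was at -2.41 with an adjusted p of 0.0864, and Ccnd1, a cyclin of G1 phase, was at 2.42 with an adjusted p of 0.0529. Both arrays of each clone showed these directions. The count was 0 when any 1 array was left out, 414 with the background filter, 2340 with the filter at a mean of 6, 1286 after quantile normalization, 1591 after median centring, 936 after cyclic loess, 1696 with a trend in the prior and 2306 without the block.

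Among the gene lists, the 4 that follow differed between clones by camera at its preset correlation, and none did with an estimated correlation (adjusted p = 0.950 for each). With so few residual degrees of freedom that estimate cannot decide whether members of a list moved together. Cell cycle genes were higher in E1, with a median log2 difference of 0.48 over 44 genes (camera adjusted p = 1.48e-07). Of these, 13 were higher at p under 0.01, 0 had an adjusted p under 0.05 and 22 had when adjusted over the list alone. Rrm2 (1.33), Mki67 (0.96) and Aurka (0.80) were examples. Of 20 targets of p53, with a median of 0.55 (adjusted p = 1.33e-05), 9 were higher and 1 lower at p under 0.01, and 14 passed when adjusted over the list alone, among them Trp53inp1 (2.06) and Cdkn1a (1.56). Immediate early genes had a median of -0.41 (adjusted p = 3.18e-05), with 7 of 18 lower at p under 0.01 and 7 when adjusted over the list alone. Heat shock and stress genes had a median of -0.33 (adjusted p = 0.00137), with 5 of 16 lower, 1 higher and 7 when adjusted over the list alone, among them Hspa1b (-1.96).

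All 20 measured fibroblast and stromal markers lay above the background level of 3.83. They included the collagens Col3a1, with log2 values of 13.38 to 13.63 over the 4 arrays, and Col1a2 (12.88 to 13.14), the matrix protein Sparc (12.75 to 12.95) and the intermediate filament Vim (12.13 to 12.82). Of 21 luminal epithelial markers 9 lay above it, among them Epcam (5.81 to 6.33) and Krt19 (4.37 to 4.64). Cdh1, which encodes E-cadherin (2.22 to 2.42), Krt18 (2.75 to 3.51), Cldn7 (2.61 to 2.97) and Gata3 (2.91 to 3.15) lay below it on every array. Of 21 basal and myoepithelial markers 14 lay above it, with Acta2 at 11.46 to 11.83, Trp63 at 3.87 to 4.43 and, below it on every array, Krt14 at 3.37 to 3.72. Of 13 milk protein genes 2 lay above it, Mfge8 and Xdh, and the caseins Csn2 and Csn3 did not. Probe sets differ in how well they bind, so a value below background does not show that a transcript was absent. The paper does not report these levels.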
